# Atm inhibition decreases lens opacity in a rat model of galactose-induced cataract

**DOI:** 10.1371/journal.pone.0274735

**Published:** 2022-09-23

**Authors:** Masaya Nagaya, Fumito Kanada, Masaru Takashima, Yoshihiro Takamura, Masaru Inatani, Masaya Oki

## Abstract

Cataract causes vision loss and blindness due to formation of opacities of the lens. The regulatory mechanisms of cataract formation and progression remain unclear, and no effective drug treatments are clinically available. In the present study, we tested the effect of ataxia telangiectasia mutated (Atm) inhibitors using an *ex vivo* model in which rat lenses were cultured in galactose-containing medium to induce opacity formation. After lens opacities were induced by galactose, the lenses were further incubated with the Atm inhibitors AZD0156 or KU55933, which decreased lens opacity. Subsequently, we used microarray analysis to investigate the underlying molecular mechanisms of action, and extracted genes that were upregulated by galactose-induced opacity, but not by inhibitor treatment. Quantitative measurement of mRNA levels and subsequent STRING analysis revealed that a functional network consisting primarily of actin family and actin-binding proteins was upregulated by galactose treatment and downregulated by both Atm inhibitors. In particular, *Acta2* is a known marker of epithelial-mesenchymal transition (EMT) in epithelial cells, and other genes connected in this functional network (*Actn1*, *Tagln*, *Thbs1*, and *Angptl4*) also suggested involvement of EMT. Abnormal differentiation of lens epithelial cells via EMT could contribute to formation of opacities; therefore, suppression of these genes by Atm inhibition is a potential therapeutic target for reducing opacities and alleviating cataract-related visual impairment.

## Introduction

Cataracts cause visual impairment due to lens opacity, and are the leading cause of blindness worldwide [1]. Cataracts are caused by a variety of factors, including aging and ultraviolet rays, but diabetes accelerates the onset of cataracts and increases the risk of developing cataracts by 2–5-fold [2,3]. Currently, the only clinical intervention for cataracts is to surgically remove the lens opacity and implant an intraocular lens; however, this treatment is not available in some facilities of developing countries, and it carries a palpable risk of side effects [4,5]. For this reason, research efforts have aimed to prevent and treat cataracts using pharmacological approaches [6,7], but no effective therapeutic agents are currently available in the clinic.

While age-related cataracts tend to cause opacities in the lens nucleus, diabetes-related cataracts commonly cause opacities in the lens cortex [8,9]. *In vivo* models, such as the streptozotocin diabetic rat model and galactose-induced cataracts are commonly used as diabetic cataract models [10,11]. *Ex vivo* models, in which cataracts are induced by culturing lenses in galactose-containing medium, are also commonly used to simulate diabetes-induced cataracts [12,13]. Galactose-induced cataracts and diabetic cataracts share a common mechanism [9], and the galactose *ex vivo* model can rapidly and stably induce lens opacities, so is useful for drug screening. The mechanisms underlying formation of sugar-induced cataracts include production of membrane-impermeable sugar alcohols [14], oxidative stress, and accumulation of advanced glycation end products [15], and the disease is thought to originate via a complex combination of these factors [16].

In addition, increased lens epithelial cell (LEC) apoptosis due to oxidative stress and high sugar levels has been implicated in the development of diabetic cataracts in both humans and animal models [17,18]. Preventing the accumulation of sugar alcohols by inhibiting aldose reductase (AR) decreases LEC apoptosis and prevents cataract onset [18,19], and LEC apoptosis is considered to be an important event in the initiation of cataracts. In addition, epithelial-mesenchymal transition (EMT), in which LECs differentiate into mesenchymal cells, is implicated in cataracts via AR [20,21]; indeed, recent studies report that EMT may contribute to formation of diabetic cataracts [22–24]. The role of EMT in lens posterior capsular opacification, which primarily presents as a complication of cataract surgery, is well-established [25], but the potential role of EMT in diabetic cataract remains untested. Maintaining LEC homeostasis is important in protecting lens fiber cells within the lens [26]. Loss of LEC integrity by apoptosis or abnormal cell phenotypes could contribute to lens opacity, but further investigation is needed to elucidate the detailed regulatory mechanisms.

Previously, we reported that Polo like kinase 3 (Plk3), which is involved in cell cycle progression and apoptosis, and ataxia telangiectasia mutated (Atm), which is upstream of Plk3, are involved in galactose-induced cataracts [13]. GW843682X, a Plk3 inhibitor, and KU55933 an Atm inhibitor, prevent galactose induction of cataracts *ex vivo*. Atm is one of the most important regulators of the double-strand break DNA damage response, and activates downstream regulators of various cascades such as DNA repair, cell cycle arrest, and cell death [27,28]. ATM is recruited to DNA double-strand breaks, where it activates various downstream signals by phosphorylating proteins such as p53 and chk2 [27]. Although preliminary reports that have evaluated the relationship between Atm and cataracts, as well as the direct relationship between DNA damage and cataracts, it is well-established that use of ionizing radiation to induce DNA damage alone results in cataract formation [29]. In addition, age-related cataracts show increased levels of DNA damage [30]. Because DNA damage is caused by reactive oxygen species produced when the cellular redox state is compromised, the DNA damage response could also contribute to opacity formation in diabetic cataracts.

Previous studies have demonstrated that Plk3 and Atm prevent rat galactose-induced cataracts, but did not evaluate whether these inhibitors could reverse the opacity once formed. In the present study, we examined the effects of Plk3 and Atm inhibitors on galactose-induced cataracts that had already formed, revealing that Atm inhibitors reduced lens opacity. Gene expression in lenses ± galactose and inhibitors was investigated by microarray analysis, which identified that genes related to the cytoskeleton were upregulated by cataract formation, which was suppressed by Atm inhibitors. These findings further advance our understanding of the mechanisms of diabetic cataract progression and suggest that targeting Atm and downstream genes is a putative approach for alleviating lens opacity.

## Materials and methods

### Animals

Six-week-old male Sprague-Dawley rats used for experiments were purchased from Sankyo Laboratory Service. All experiments were approved by the Animal Research Committee of the University of Fukui (Approval number: 28091) and conducted in accordance with the University of Fukui regulations on animal experiments, and the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research. The study was reported in accordance with the ARRIVE guidelines.

### *Ex vivo* assays

Rats were euthanized by CO_2_ asphyxiation and lenses were extracted. All lenses were cultured in 2 mL M199 medium containing 0.1% BSA and 30 mM galactose for 2–4 days using an incubator set at 5% CO_2_ and 37°C to induce cataracts as described previously [13]. Once opacity was induced, lenses were photographed under a microscope and same medium was replaced. At this time, the Atm inhibitors AZD0156 (MedChemExpress) or KU55933 (ChemScene), were dissolved in 16 μL DMSO per lens for final concentrations of 2.5, 5, 10, 20, and 40 μM. For the untreated lenses, vehicle control (16 μL DMSO) was added. Subsequently, lenses were cultured 2–4 days and photographed under a microscope. Control samples without cataracts were incubated for 6 days in 2 mL of M199 medium containing 0.1% BSA and galactose vehicle control (sterile water).

### Microscopic observation

Photographs of the lenses were taken in a dark room using an SZX12 stereomicroscope fitted with a DP58 camera (Olympus), as described previously [13]. Photographs were captured in a 35 mm Petri dish containing 7 mL PBS. Lens opacity was quantified using ImageJ. A weighted average was calculated from the brightness (0–255) of the area of the lens that was opacified by incubation with galactose, and the weighted average was again calculated from the brightness of the same area in the lens after addition of the inhibitor and further incubation. The change in opacity was calculated by subtracting the value after the addition of the inhibitor from the value before the addition of the inhibitor.

### Microarray data analysis

Microarray analysis was performed on control samples, galactose samples, KU55933 samples, and AZD0156 samples. A GeneChip Rat Gene 2.0 ST array chip (Thermo Fisher Scientific) was used to perform microarray experiments as described previously [31]. Preprocessing and data analyses were performed using R software. First, the data for all samples were normalized by the Robust Multi-array Average algorithm. Probes not linked to genes or genes with signal values < 5 in all samples were excluded from analyses. The signal values for each condition were normalized to the mean of the signal values of galactose-treated lenses. Genes that were significantly (*P* < 0.05) downregulated in the control and ATM inhibitor-treated samples compared to the galactose samples were selected as genes of interest. The relationships between the genes of interest genes were analyzed using STRING analysis (https://string-db.org/) [32]. Data are available under accession number GSE194074 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE194074).

### RNA extraction, cDNA preparation, and real-time RT-qPCR

RNA extraction from the lens and real-time RT-qPCR were performed as described previously [31]. Primers used are listed in S1 Table. Target gene expression levels were normalized to *Gapdh* expression levels. To evaluate differences between the galactose group and the control or drug group, a test of equal variance was performed: a two-tailed Student’s t-test was used when there was equal variance, and a two-tailed Welch’s t-test was used when there was no equal variance. *P* < 0.05 (compared with galactose) was considered statistically significant. Statistical analyses were performed using Microsoft Office Excel.

## Results

### Atm inhibition alleviates galactose-induced lens opacity

We evaluated the effect of KU55933 on opacity that had already been induced (Fig 1A). First, lenses were extracted from Sprague-Dawley rats and cultured in medium containing galactose for 2–4 days to induce opacity. As shown in Fig 1A, lenses exposed to galactose developed a ring of white opacity in the cortical equatorial region. These lenses were further cultured in galactose-containing medium with or without Atm inhibitors for 2–4 days. In lenses cultured in medium containing only galactose (Figs 1B and S1), the area of opacity further increased. By contrast, in lenses cultured with galactose and KU55933 (5, 10, 20, and 40 μM), most of the opacity was eliminated at 20 μM, and the decreases in opacity became weaker as the concentration decreased. At a high concentration (40 μM), the entire lens became slightly more opaque (Fig 1C). AZD0156, an additional Atm inhibitor, was also used at 2.5, 5, 10, 20, and 40 μM. Similar results were obtained with AZD0156 (Fig 1D). Next, we quantified the change in turbidity before and after addition of the inhibitor (Fig 1E). A photograph of the lens used for quantification is shown in S1 Fig. Photographs showing the effects of the treatment revealed pointed or banded cortical opacity in the periphery of lenses exposed to galactose, where the effect of inhibitor treatment was observed. Pointed and banded cortical opacities are early morphological features of galactose-induced cataracts [33]. As described above, the two inhibitors were found to reduce opacity in a concentration-dependent manner, and the optimal concentrations for both inhibitors were determined. In a previous study, we reported that opacity formation is also inhibited by inhibition of Plk3, a known Atm target of [13]. Therefore, we determined if GW843682X, a Plk3 inhibitor, was effective in reducing opacity once formed. Unlike the Atm inhibitors, GW843682X did not effectively alleviate opacity (S2 Fig). These results suggest that Atm inhibition, but not Plk3 inhibition, reduced galactose-induced opacity in rat lenses, suggesting that inhibition of opacity formation and reduction of previously induced opacity are regulated by different mechanisms.

**Fig 1:**
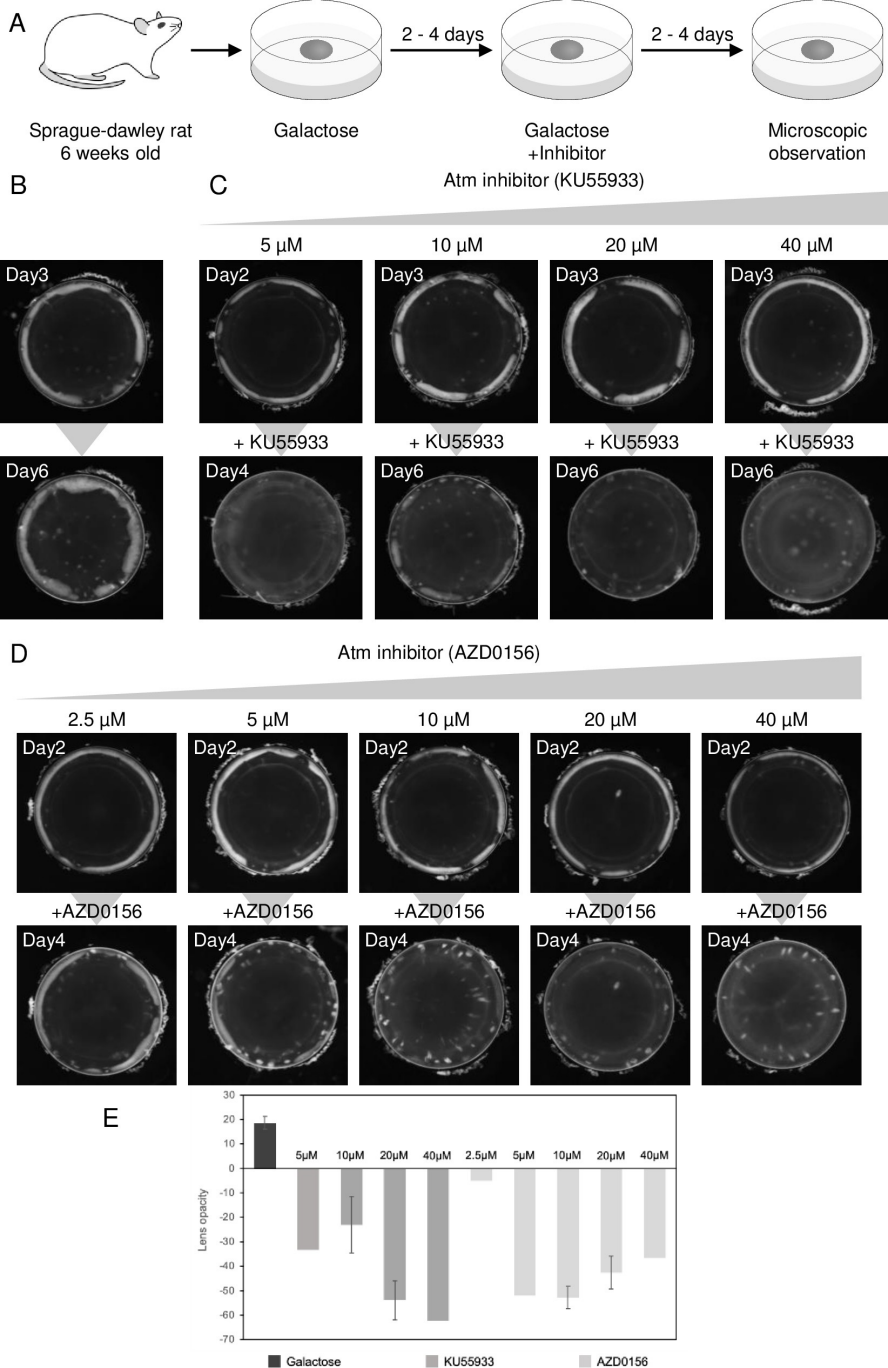
Effect of ATM inhibitors on the reduction of opacity. **(A)** Experimental scheme. **(B)** Lenses cultured in medium containing 30 mM galactose for 2–4 days (upper panel). Subsequently, DMSO vehicle control was added, and lenses were incubated in galactose-containing medium for a subsequent 2–4 days (lower panel). **(C)** Results of 2–4 days of culture in medium containing galactose as in B (upper panel) with KU55933 dissolved in DMSO to final concentrations of 5, 10, 20, and 40 μM and incubated 2–4 days (lower panel). **(D)** Results of inducing white turbidity with galactose as in C (upper panel) and a subsequent 2–4 days in galactose medium containing AZD0156 dissolved in DMSO to final concentrations of 2.5, 5, 10, 20, and 40 μM (lower panel). **(E)** We calculated the opacity region of the lens without the inhibitor, with KU55933, and with AZD0156, and then calculated the change in opacity before and after addition of the inhibitors [13]. Data are expressed as the mean ± SE. Samples used for quantification are shown in S1 Fig.

### Microarray analysis of genes affected by galactose-induced opacity and Atm inhibitors

To identify genes potentially involved in the formation of galactose-induced lens opacity and reduction of opacity by Atm inhibition, we performed microarray analysis of samples cultured without galactose (Control), samples cultured in medium containing galactose (galactose), and samples cultured in medium containing galactose for 3 days to allow opacity formation and subsequently cultured with the Atm inhibitors (AZD0156 or KU55933) for 3 days (Fig 2A). 

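RNA from cultured rat lenses was measured on 6 GeneChip Rat Gene 2.0 ST arrays. There was 1 array for the Control, cultured without galactose, and there were 3 arrays for lenses cultured in 30 mM galactose for 6 days. There was 1 array each for AZD0156 and KU55933, inhibitors of the kinase Atm added at 20 µM for the last 3 of the 6 days in galactose. The methods give 6 days of culture for the Control, and the scheme in Fig 2A gives 4 days. They name DMSO for the lenses with an inhibitor and for those left untreated in galactose, and only sterile water for the Control. If the Control had no DMSO, galactose and DMSO cannot be told apart in that comparison. The galactose arrays are the only replicates, so the Control and each inhibitor have no spread of their own. The authors normalized the 6 arrays together in R by the Robust Multi-array Average algorithm, which gives 1 signal value per probe set on the log2 scale. The deposited values cover 36685 probe sets, of which 19086 are linked to a gene in the probe table of the array and 17599 are not. The paper's filter, which excludes probes not linked to genes and genes with signal values under 5 in all samples, left 5784 probe sets. Over these, the median signal was 5.79 in the Control, 5.69, 5.75 and 5.81 in the galactose replicates, 5.55 with AZD0156 and 5.79 with KU55933. The median difference of AZD0156 from the galactose mean was -0.18, and AZD0156 differences are to be read against this shift, which was not removed. It belongs to the tested probe sets. Over all 36685 probe sets the AZD0156 median was 3.11, above the 2.96 to 3.04 of the other arrays. The comparisons, gene lists and most of the alternative settings were fixed before the data were examined. Each difference was tested with limma on all 6 arrays, with p values adjusted by the Benjamini-Hochberg method over the 5784 probe sets. The spread comes from the 3 galactose arrays (2 residual degrees of freedom, moderated across probe sets), and a single array is assumed to vary like them. The number of arrays limits the precision, and the median standard error of the difference between a single array and the galactose mean was 0.257. In simulated arrays of this design, with changes placed in the Control only, limma called 57.3% of the probe sets changed by 1 on the log2 scale. It called 99.3% of those changed by 2, and 9.07% of its calls were unchanged probe sets. The noise was independent between probe sets, so these shares do not give the chance of a call in the measured arrays or with an inhibitor.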

Target genes were extracted after comparing the results of each analysis. In the present study, we used a 6-day galactose culture sample for analysis to determine the effect of the inhibitors on the reduction of opacity once formed. 

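The transcript with the largest increase in galactose was Slc16a6, a member of the monocarboxylate transporter family. Its log2 signal was 3.08 in the Control and 8.05 ± 0.223 (SD, n = 3) in galactose, a difference of 4.96 (standard error 0.275, adjusted p = 0.00242 from limma). Atf3, a transcription factor induced by cell stress, was higher by 3.34 (adjusted p = 0.0105). The taurine transporter Slc6a6 fell by 3.13 (adjusted p = 0.0125) and the amino acid transporter Slc38a2 fell by 2.25 (adjusted p = 0.0115). These belong to a list of 11 genes of galactose and polyol metabolism and the osmotic response, of which 2 fell and 0 rose (5 lower and 1 higher when adjusted over the list alone). In the same list, the inositol transporter Slc5a3 had a difference of -3.33 (adjusted p = 0.422) and Nfat5, the transcription factor of the response to hypertonic medium, had a difference of -1.95 (adjusted p = 0.0575). The median of the list was -0.78 (camera in limma, adjusted p = 0.00173, and adjusted p = 0.622 with an estimated correlation). Of 21 lens epithelium genes, 4 fell and 1 rose (7 lower and 1 higher when adjusted over the list alone). Those that fell include the water channel Aqp1, with a difference of -2.43 (adjusted p = 0.0106), and Foxe3, a transcription factor of the lens epithelium, with a difference of -1.88 (adjusted p = 0.0349). The membrane glycoprotein Pdpn rose by 2.21 (adjusted p = 0.023). The median of the epithelium list was -0.67 (adjusted p = 0.00199, and adjusted p = 0.66 with an estimated correlation). Over all 5784 probe sets, 93 were higher and 73 were lower in galactose at an adjusted p under 0.05, and for all 166 each galactose array lay on the called side of the Control. Such agreement is largely fixed by the call. With galactose replicate 3 left out, Slc16a6, Atf3 and Slc6a6 still passed, and Aqp1 (adjusted p = 0.056), Slc38a2 (0.0723), Foxe3 (0.0973) and Pdpn (0.0973) did not. The higher and lower counts were 824 and 818 without galactose replicate 1, 30 and 17 without replicate 2, and 3 and 3 without replicate 3. Without replicate 1 the moderation of the spread changed as well, so those counts do not compare directly with the others. With each array centred on its median, they were 152 and 91.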

Among the 163 genes with average signal values of the three galactose samples (Triplicate) significantly increased (*P* < 0.05) compared with the signal values of the Control group. In addition, we identified 182 genes whose expression was predominantly suppressed (P<0.05) in AZD0156-treated samples, and 174 genes whose expression was predominantly suppressed (P<0.05) in KU55933-treated samples, compared with the signal values (average triplicate values) in the galactose group. 

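The genes with the lowest p values in AZD0156 against galactose were the alpha-tubulin Tuba1c, with a log2 difference of -2.48 (standard error 0.292), the neurotrophic factor Cntf (-2.33), the interferon-induced gene Ifi27 (-2.51) and the membrane glycoprotein Gpnmb (1.85), each at an adjusted p = 0.13. Rrm2, a subunit of ribonucleotide reductase, had a difference of -3.32 with AZD0156 and -1.73 with KU55933 (adjusted p = 0.212 and 0.992). Its log2 signal was 2.76 in the Control, 5.43 in galactose, 2.12 with AZD0156 and 3.71 with KU55933, so it passed the filter only through galactose. The lowest p values with KU55933 were those of Herpud1, a gene of endoplasmic reticulum-associated degradation (1.36), Tuba1c (-1.31) and the stress-induced gene Nupr1 (1.42), each at an adjusted p = 0.992. Of 55 listed cell cycle and proliferation genes, 50 matched the probe table and 8 were tested. Of these 8, 0 passed over all probe sets with AZD0156 (3 lower when adjusted over the list alone, 5 lower at an unadjusted p under 0.05). Their median was -0.68, against -0.18 for all probe sets (camera adjusted p = 0.00151, and adjusted p = 0.704 with an estimated correlation). With KU55933 their median was -0.20 (adjusted p = 0.00354, and adjusted p = 0.72 with an estimated correlation). Mki67, like Rrm2, passed the filter only through galactose, which favours lower values with an inhibitor in this list. Over all 5784 probe sets, limma called 0 higher and 0 lower with either inhibitor, with a lowest adjusted p of 0.13 for AZD0156, 0.992 for KU55933 and 0.233 for the mean of both. At an unadjusted p under 0.05, 77 probe sets were higher and 720 lower with AZD0156, and 133 were higher and 67 lower with KU55933, where chance alone gives 289.2 per comparison. With each array centred on its median, these counts were 259 and 335 for AZD0156, and 103 and 103 for KU55933. Without galactose replicate 1, limma called 109 higher and 946 lower with AZD0156, and 218 higher and 221 lower with KU55933. Replicate 1 itself, with no inhibitor, lay about as far from replicates 2 and 3. The SD of the differences from these 2 over probe sets was 0.416 for replicate 1, 0.432 for AZD0156 and 0.383 for KU55933.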

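Both inhibitors were given at the same concentration for the same time, and AZD0156 was also tested against KU55933. Among the genes with the lowest p values were Ifi27, with a log2 difference of -2.59 (95% interval -3.51 to -1.67), and Atf5, a transcription factor of the stress response, with -1.82 (95% interval -2.55 to -1.08), both at an adjusted p = 0.314. For the cytoskeleton genes, Tagln had a difference of -0.70 (95% interval -2.04 to 0.63) and Csrp1 of -0.37 (95% interval -1.10 to 0.35). limma called 0 probe sets higher and 0 lower, with a lowest adjusted p of 0.314. At an unadjusted p under 0.05, 51 were higher and 622 lower with AZD0156 than with KU55933, or 172 and 263 with each array centred on its median. Without galactose replicate 1, 79 were called higher and 725 lower. A p that misses the threshold does not show that the inhibitors act alike, and the median margin on either side of the 95% interval was 0.745 on the log2 scale.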

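Of 17 histone genes, 2 rose over all probe sets in galactose (5 when adjusted over the list alone), the replacement histone H3f3b by 2.52 (adjusted p = 0.0105) and H2ac25 by 2.03 (adjusted p = 0.0433). Without galactose replicate 3 neither passed (adjusted p = 0.0694 and 0.126), and without replicate 2 H2ac25 did not (0.0935). Their median difference was 0.72 in galactose against the Control (camera adjusted p = 9.27e-04, and adjusted p = 0.622 with an estimated correlation). Against galactose it was -0.72 with AZD0156 (adjusted p = 0.00329, and adjusted p = 0.785 with an estimated correlation) and -0.30 with KU55933 (adjusted p = 1.45e-04, and adjusted p = 0.72 with an estimated correlation). limma called 0 of the 17 with either inhibitor (9 lower with AZD0156 and 2 with KU55933 at an unadjusted p under 0.05). The log2 difference of H3f3b was -0.95 with AZD0156 and 0.30 with KU55933 against galactose, and that of H2ac25 was -0.42 and -1.07. The paper names no test for its P values. Those in S2 Table follow a normal score, which places each difference from the galactose mean among the differences of all genes, and the rule was rebuilt from this. Applied to the 5784 probe sets, this rule with P under 0.05 took 154 below galactose in the Control, 180 with AZD0156 and 172 with KU55933, or 409 in any of the 3. The bounds it sets were a difference of -1.18 for the Control, -1.0 for AZD0156 and -0.56 for KU55933. The rule uses no spread between replicates, so about the same share of genes passes however small the differences are. It took 140, 105 and 139 probe sets above galactose, and in simulated differences with no change 4.93% passed, both directions together.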

Heatmaps were generated for a total of 424 genes differentially expressed in control, AZD0156, or KU55933 samples compared with galactose samples (Fig 2B). Controls were clustered at the most distant positions, and the galactose triplicates were clustered relatively close together. 

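Crystallins are the main structural proteins of the lens. The median log2 difference of 11 crystallin genes between galactose and the Control was 0.02 (camera adjusted p = 0.724), and 0 passed over all probe sets (1 higher when adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05). Crygf had the largest difference, 1.19 (adjusted p = 0.0767). Of 18 lens fibre cell genes, the gap junction gene Gja3 fell by 1.49 (adjusted p = 0.0433, or 0.147 without galactose replicate 2 and 0.126 without replicate 3), and the median of the list was -0.37 (adjusted p = 0.0504, or 0.0491 without replicate 1 and 0.0302 without replicate 3, where the estimated correlation gave 0.736 and 0.66). In complete-linkage clustering of the Euclidean distances over 5784 probe sets, galactose replicates 2 and 3 joined at 23.3. Galactose replicate 1 joined KU55933 at 25.6, before it joined the other galactose arrays at 35.2. AZD0156 joined at 39.2 and the Control at 51.1. Over the 409 probe sets taken by the paper's rule, galactose replicate 1 and KU55933 joined first, and the Control was again the last to join.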

AZD0156 showed a different expression profile from galactose, whereas KU55933 showed an expression profile very close to that of galactose. 

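For the 93 probe sets higher in galactose, the median difference of AZD0156 from galactose was -0.56, and 73 lay below all 3 galactose arrays. The median over probe sets of the share of the way back to the Control was 34.9%. KU55933 had a median difference of -0.09 and a median share of 5.31%, and 40 lay below all 3. Hspb8, a small heat shock protein, stood at 3.61 in the Control, 6.36 ± 0.566 (SD, n = 3) in galactose, 4.44 with AZD0156 and 5.27 with KU55933. Slc16a6 stayed at 7.88 with AZD0156 and 7.87 with KU55933. With AZD0156, 32 of the 93 were closer to the Control than to the galactose mean, and with KU55933 7 were. In 100 simulated arrays with no inhibitor effect, a median of 23 (range 14 to 37) lay below all 3 galactose arrays and 0 (range 0 to 2) were closer to the Control. Random lists of the same signal level had a median difference of -0.21 with AZD0156 and 0.05 with KU55933. The simulated arrays carry no such shift, so their counts are no matched reference for AZD0156. They were also drawn around the measured galactose mean, and the random lists were not chosen for high galactose values. Neither holds the fall expected of probe sets chosen as high on these same galactose arrays. They are therefore no matched reference for KU55933 either. Over all 5784 probe sets, the Euclidean distance to the galactose arrays was 49.9 ± 1.51 (SD over 3 pairs) for the Control, 38.9 ± 0.566 for AZD0156 and 29.4 ± 3.44 for KU55933. The distances between the galactose arrays themselves were 23.3 to 35.2, so KU55933 lay within their spread and the Control and AZD0156 lay outside it. With each array centred on its median, AZD0156 lay 34.0 to 36.7 from the galactose arrays and these 23.1 to 34.1 from each other, so the 2 ranges meet. The correlation across probe sets, which are not independent replicates, was 0.976 between KU55933 and galactose replicate 1, and 0.955 and 0.952 between that replicate and the other 2.

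**Figure D1:**
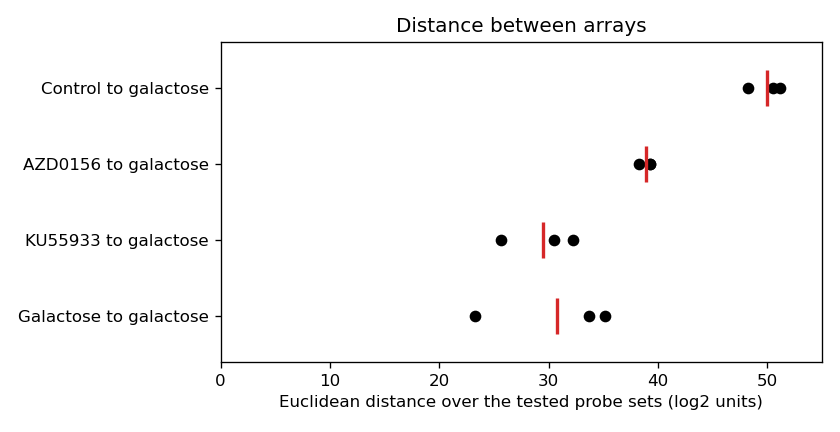
Euclidean distance (log2 units, horizontal axis) over 5784 probe sets between single arrays, with 1 point per pair and a red line at the mean of each kind of pair. AZD0156 lies 38.3 to 39.2 from the galactose arrays and the Control 48.3 to 51.1, while KU55933 lies 25.6 to 32.2 from them.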

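The chemokine Ccl2 was higher in galactose (1.95, adjusted p = 0.0452 from limma) and had differences of -2.08 with AZD0156 and -0.69 with KU55933 from galactose. Metallothionein genes, which bind zinc and other metals, were tested as a list. Of 5 probe sets of 3 genes of this kind, 2 rose in galactose (4 when adjusted over the list alone), Mt1 by 2.40 (adjusted p = 0.0304) and Mt2A by 1.29 (adjusted p = 0.0422). Their median difference was 1.47 (camera adjusted p = 0.00199, and adjusted p = 0.622 with an estimated correlation). With AZD0156 the median was -1.24 (adjusted p = 0.0209, and adjusted p = 0.785 with an estimated correlation, or 0.215 with 1 probe set per gene). With KU55933 it was 0.37 (adjusted p = 0.135, and adjusted p = 0.94 with an estimated correlation), and AZD0156 against KU55933 gave -1.56 (adjusted p = 0.00957, and adjusted p = 0.976 with an estimated correlation). Against galactose, Mt1 had a difference of 0.31 and Mt2A of 0.37 with KU55933. The actin-binding adaptor Pdlim5 (1.71, adjusted p = 0.0314) had differences of -0.38 with AZD0156 and -0.64 with KU55933. Without galactose replicate 3, Ccl2 (adjusted p = 0.0973), Mt1 (0.0723), Mt2A (0.126) and Pdlim5 (0.106) did not pass in galactose, and without replicate 2 Mt2A (0.125) and Pdlim5 (0.0929) did not. By the paper's rule, 38 probe sets lay below galactose in both the Control and AZD0156, and 36 in both the Control and KU55933. Both comparisons use the same galactose arrays, so chance highs on those arrays enter both. Independent lists of these sizes would share 4.79 and 4.58. Simulated inhibitor arrays with no effect shared a median of 7 (range 1 to 14) given the measured Control difference, and 19 (range 12 to 32) with no difference anywhere. The former were drawn around the measured galactose mean, so chance highs on the galactose arrays do not enter both differences (median correlation -0.003). Only the latter hold such shared highs. Probe sets were drawn independently in each, so the ranges can be too narrow. The covariance of the 2 differences across probe sets was 0.0767 for AZD0156 and 0.0452 for KU55933, against 0.0211 (range 0.0167 to 0.0273) in the latter simulations. The correlation, which divides out the spread of the differences, was 0.31 and 0.241, within the 0.193 to 0.311 of those simulations. With the Control compared with a single galactose array and the inhibitor with the other 2, the overlap was 26 to 28 for AZD0156 and 16 to 31 for KU55933. With galactose arrays shared, each galactose array treated as if it were an inhibitor and set against the other 2 shared 16, 10 and 27 with the Control. Against the same 2 arrays AZD0156 shared 40, 37 and 43, and KU55933 36, 33 and 42. limma called 0 probe sets both higher in galactose and lower with an inhibitor, and at an unadjusted p under 0.05 it took 217 with AZD0156 and 31 with KU55933, where independent lists would share 80.3 and 7.47. Simulated inhibitor arrays with no effect shared a median of 5.5 (range 1 to 11) given the measured Control difference, and 16 (range 7 to 27) with no difference anywhere. These arrays had a median of 48 lower probe sets, against 720 with AZD0156 and 67 with KU55933, so their overlaps are no matched reference for 217. At the adjusted p without galactose replicate 1, limma took 361 and 104.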

Overall, 39 genes were downregulated significantly by AZD0156, and 35 by KU55933, compared with galactose (*P* < 0.05, S2 Table). We also identified 13 genes that were downregulated by both inhibitors (Fig 2C).

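By the paper's rule applied to these samples, the genes below galactose in the Control and with both inhibitors included Tagln, the cytoplasmic actin Actg1, the alpha-tubulin Tuba1c, the small heat shock protein Hspb8, and the proliferation genes Mki67 and Rrm2. They also included Angptl4, a secreted regulator of lipid metabolism, Ccl2, the TWEAK receptor Tnfrsf12a, and the histone genes H2ax, H2bc8 and Hist2h2be. In Mki67 the log2 signal was 3.87 in the Control, 5.38 ± 0.472 (SD, n = 3) in galactose, 2.77 with AZD0156 and 4.07 with KU55933. For Tuba1c it was 6.26 in the Control, 8.55 ± 0.266 in galactose, 6.08 with AZD0156 and 7.25 with KU55933. Of 7 tubulin genes, 3 rose in galactose over all probe sets (4 when adjusted over the list alone), Tuba1c by 2.30 (adjusted p = 0.0232), Tubb3 by 1.93 (adjusted p = 0.024) and Tubb2a by 1.73 (adjusted p = 0.037). Without galactose replicate 3 they did not pass (adjusted p = 0.0973, 0.0723 and 0.105), and without replicate 2 Tubb2a did not (0.108). The median of the tubulins was 0.77 (camera adjusted p = 0.00194, and adjusted p = 0.622 with an estimated correlation). Against galactose it was -0.57 with AZD0156 (adjusted p = 0.0132, and adjusted p = 0.524 with an estimated correlation) and -0.16 with KU55933 (adjusted p = 0.00238, and adjusted p = 0.647 with an estimated correlation). The rule took 14 probe sets in all 3 comparisons, with Actg1 counted by 2 of them. Acta2 is not linked to a gene in the probe table of the array and so is not among these, while Rrm2 is among them and has no place in S2 Table. Of the 13 genes that S2 Table marks for both inhibitors, all 13 lay below every galactose array on both inhibitor arrays, and 6 passed limma's test of galactose against the Control. They were chosen for low values on these same inhibitor arrays, so the former count is largely fixed by the choice. The count to set beside the rule's 14 probe sets comes from simulated arrays with no inhibitor effect. These gave a median of 1 (range 0 to 4) given the measured Control difference, and 5 (range 0 to 14) with no difference anywhere. With the Control set against 1 galactose array and both inhibitors against the other 2, the rule took 8 to 11, and the 2 inhibitor comparisons still share their galactose arrays there.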

**Fig 2:**
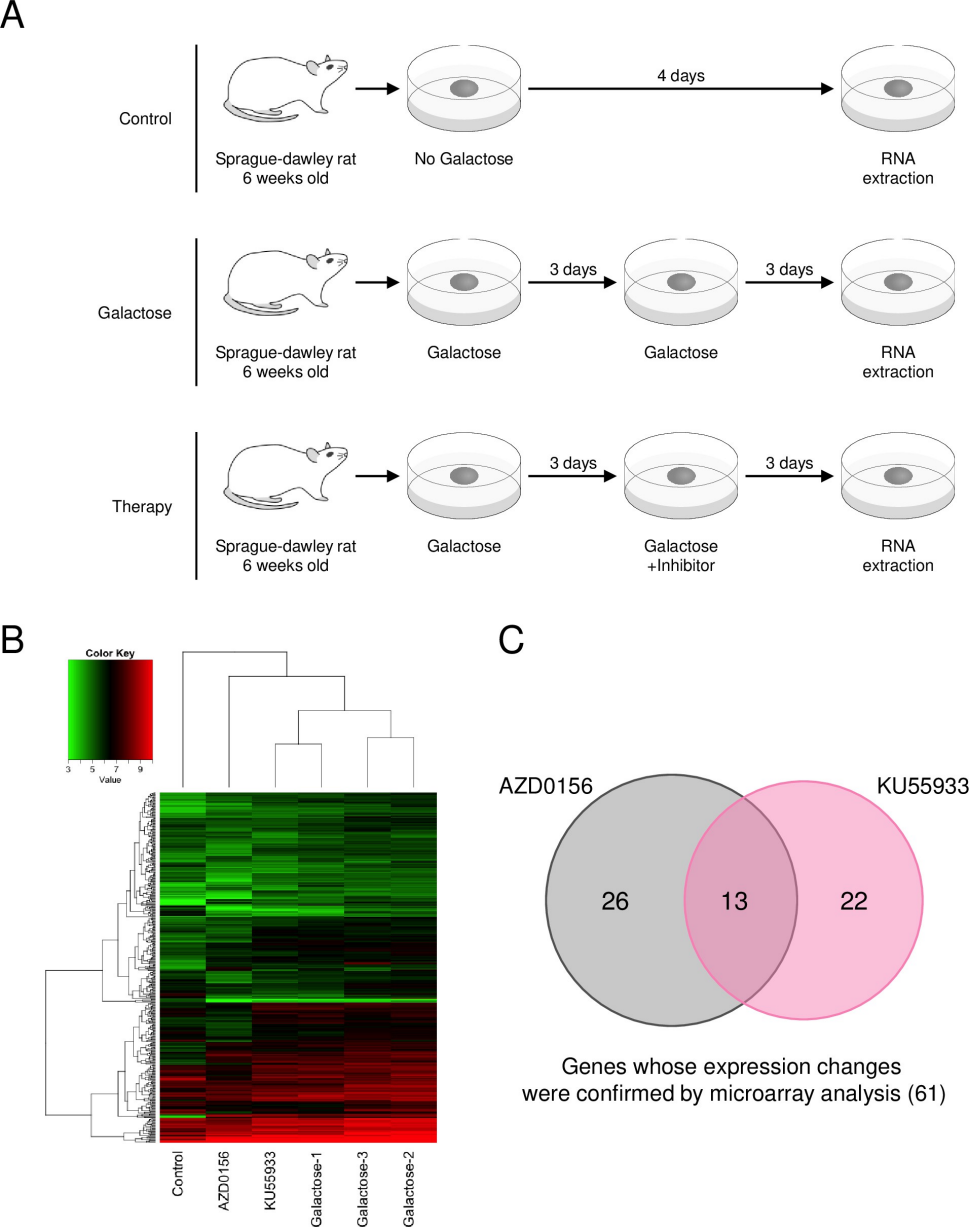
Microarray analysis of genes affected by galactose, AD0156, and KU55933. Microarray analysis was performed on lenses without opacity induction (Control), lenses with galactose-induced opacity (Galactose), and lenses treated with galactose and Atm inhibitors (KU5533 or AZD0156). **(A)** Experimental scheme. **(B)** Heatmap of gene expression in ATM inhibitor-treated samples. The red to green gradient indicates the weight of the signal value, with higher values in red and lower values in green. **(C)** Venn diagram of genes downregulated by galactose and upregulated by treatment with ATM inhibitors. The repeats for the three galactose samples were averaged to calculate the signal values for each gene. First, genes significantly (*P* < 0.05) upregulated in galactose relative to control samples were extracted (*P* < 0.05). Subsequently, genes significantly (*P* < 0.05) downregulated in the AZD0156 and KU55933 groups relative to the Galactose group were extracted. The number and relationship of genes extracted from each inhibitor are shown.

RT-qPCR was performed to quantitatively measure expression of the 61 genes affected by galactose, AZD0156, or KU55933. Among the genes differentially expressed in the Control and galactose groups, 20 genes were differentially expressed in the KU55944 group relative to the galactose group, 31 genes were differentially expressed in the AZD0156 group relative to the galactose group, and 14 genes were commonly changed in both the AZD0156 and KU55933 groups (Fig 3). The RT-qPCR results for the 14 genes altered by both inhibitors are shown in Fig 4, and the RT-qPCR results for the genes that were only altered by one inhibitor are shown in S3 Fig. Genes whose expression decreased in the galactose-treated group and increased in the Atm inhibitor-treated group were analyzed in the same way, and real-time PCR was performed; however, few genes returned to control levels, and no quantitatively dominant expression changes were observed. Therefore, we focused only on genes whose expression increased in the galactose group and was suppressed in the Atm inhibitor-treated group.

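Slc6a6, the taurine transporter, was lower in galactose and lay part of the way back with both inhibitors. Its log2 signal was 7.22 in the Control, 4.09 ± 0.385 (SD, n = 3) in galactose, 5.30 with AZD0156 and 5.02 with KU55933. Srebf1, a transcription factor of lipid synthesis, stood at 7.04 in the Control, 4.98 in galactose, 5.09 with AZD0156 and 5.78 with KU55933. Chac1, an enzyme that degrades glutathione, stood at 7.96 in the Control, 6.16 in galactose, 6.54 with AZD0156 and 7.85 with KU55933. For the 73 probe sets lower in galactose at an adjusted p under 0.05, the median difference of AZD0156 from galactose was -0.08, with 27 toward the Control. KU55933 had a median difference of 0.21, with 56 toward the Control. The median over probe sets of the share of the way back was 13.8% with KU55933. Simulated arrays with no inhibitor effect had a median of 36 (range 28 to 47) toward the Control. They were drawn around the measured galactose mean, so an even split is built in, and they carry no shift like that of AZD0156. Of the 73, 0 lay closer to the Control than to the galactose mean with AZD0156, and 2 did with KU55933. In the paper's rule turned to this direction, 140 probe sets were higher in the Control than in galactose, of which 11 were also higher with AZD0156, 17 with KU55933 and 2 with both. The simulated arrays gave a median of 10 (range 3 to 17) with 1 inhibitor and 2 (range 0 to 8) with both.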

**Fig 3:**
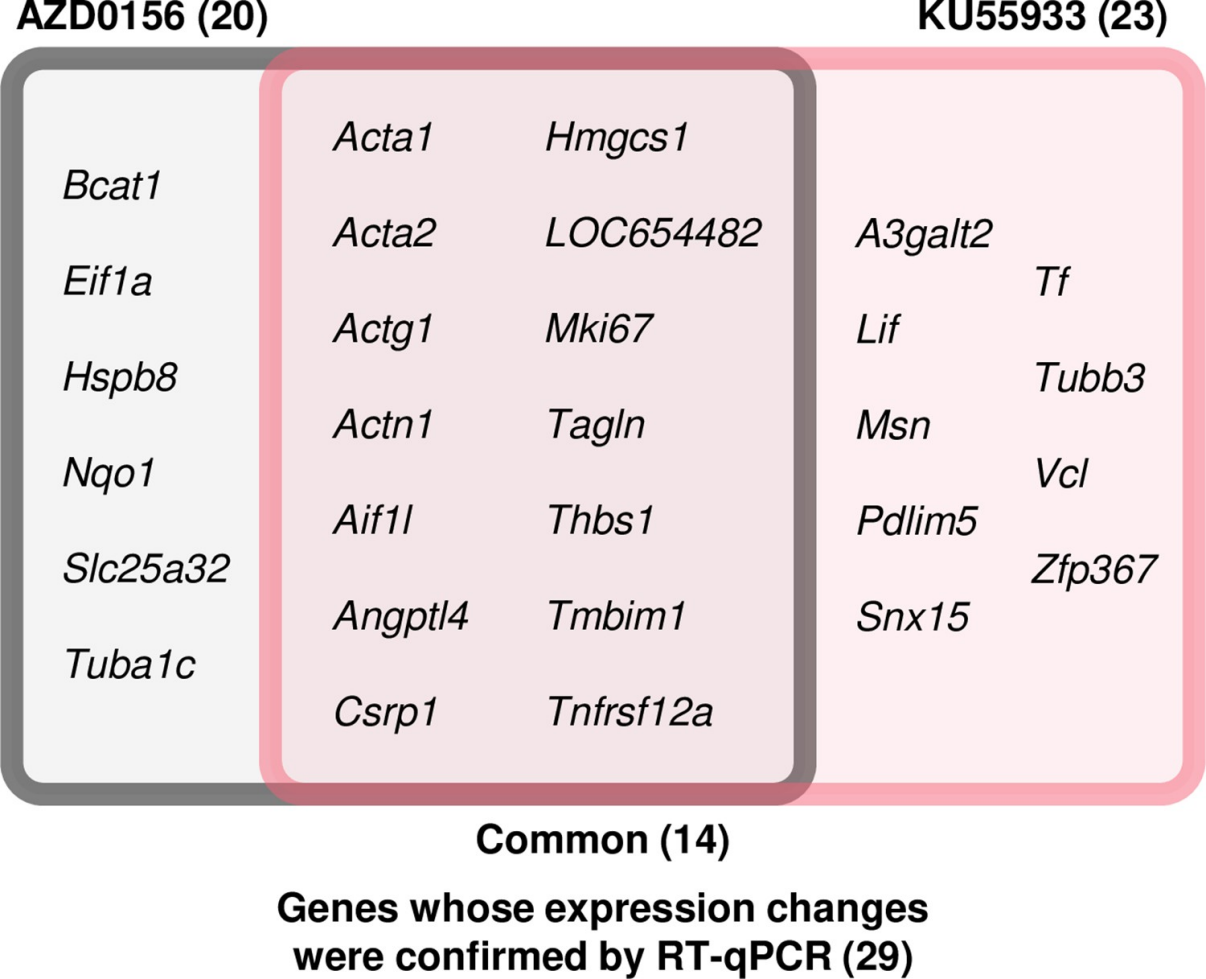
Relationship between genes affected by both Atm inhibitors. RT-qPCR was performed on genes extracted by microarray analysis. Among the genes that were significantly changed in the Control group relative to the Galactose group, the names of 20 genes that were significantly changed in the AZD0156 groups and 23 genes that were significantly changed in the KU55933 group and their relationships are shown.

**Fig 4:**
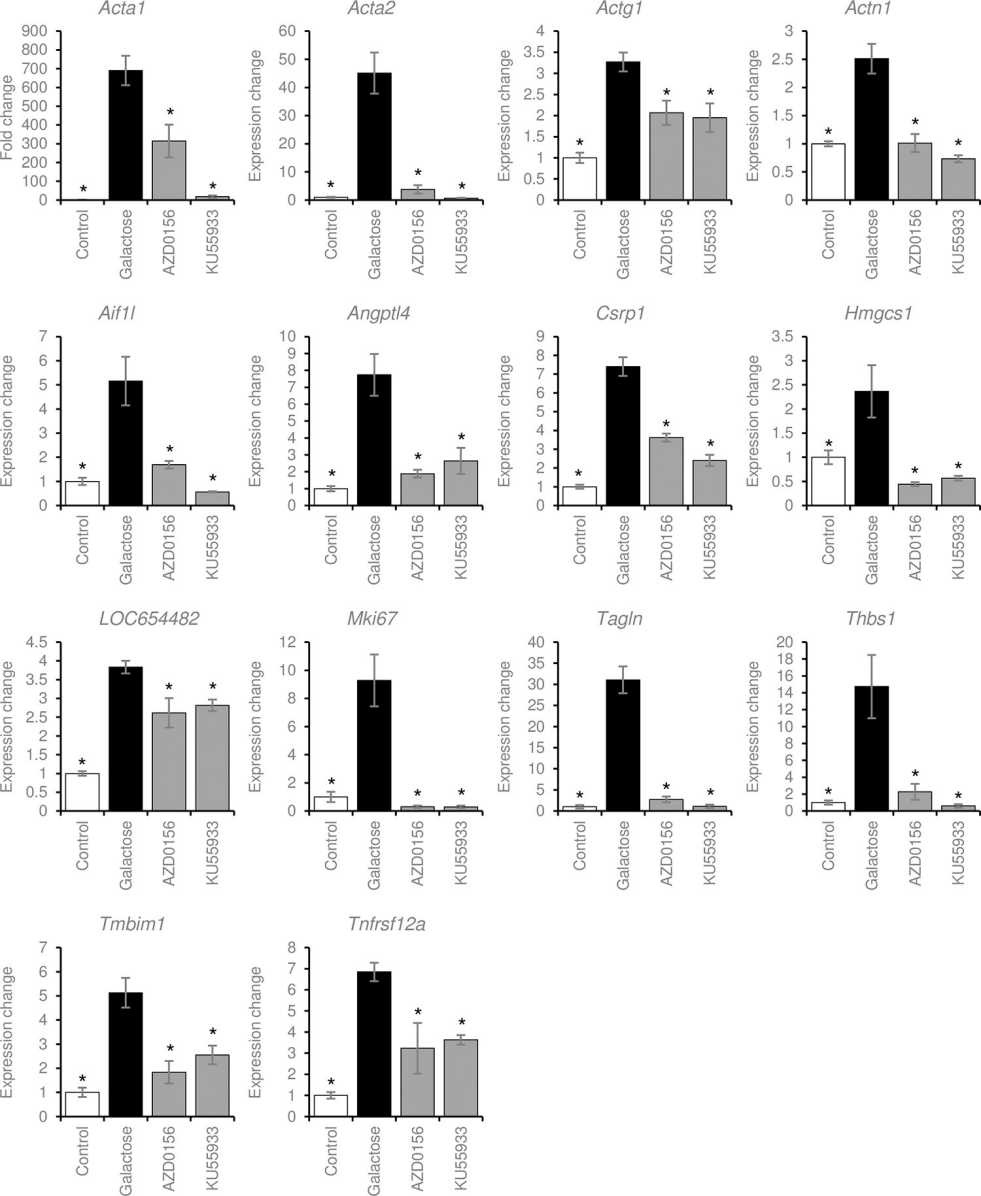
RT-qPCR results for genes with altered expression. RT-qPCR was performed on the 61 genes extracted from microarray analysis. Only the 12 genes that were significantly changed in the Control, AZD0156, and KU55933 groups relative to the Galactose group are shown. Target gene mRNA levels were normalized to *Gapdh* mRNA levels. Data are expressed as means ± SEM. *P < 0.05 relative to galactose.

### Functional analysis of genes affected by Atm inhibition

Functional clusters for the 12 genes rescued by both drugs were investigated by analyzing protein interactions using STRING (S4 Fig). Among these genes, *Acta1*, *Acta2*, *Actg1*, *Actn1*, *Csrp1*, *Tagl*, and *Mki67* formed a functional network. Several members of the actin family, which regulates the cytoskeleton, were identified in the functional network. Acta2 is a known mesenchymal cell marker [34], and Actn1 and Tagln, actin-binding proteins connected to Acta2 in the functional network, are involved in EMT activation [35–37]. Csrp1, which was also connected to Acta2, is involved in cytoskeletal remodeling [38,39]. We postulated that inhibition of these cytoskeleton-related genes was associated with the reduction of galactose-induced opacity. Using STRING analysis to further analyze the functional relationships between the differentially altered genes, we investigated proteins that are potentially associated with the functional network (Fig 5). HMGCR, TNFSF12, CD47, VCL, and FN1 were identified as predicted partners. A large network was generated around FN1, which was associated with 11 proteins in a functional network. FN1 is a central EMT regulator [40,41]. THBS1, which was networked with FN1 and altered by Atm inhibition, promotes EMT in some cell types [42], and ANGPTL4, which had the same expression trend, regulates the increase in cellular energy required for EMT [43]. Although FN1 expression at the gene level was not altered, blocking the abnormal differentiation of lens epithelial cells by mechanisms related EMT with Atm inhibition could be important for the reduction of lens opacity. Therefore, we checked for the Fn1 gene again, and found that in addition to the low expression level in all samples, expression did not increase in the galactose samples compared with the controls; thus, Fn1was excluded from the analysis. 

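Fn1, which encodes fibronectin, had a log2 signal of 2.96 in the Control, 3.36, 2.85 and 3.46 in the galactose replicates, 3.28 with AZD0156 and 3.44 with KU55933. It was under 5 on every array, so the filter excluded it and it was not tested. The probe set that S2 Table names Thbs1, an extracellular matrix glycoprotein, is not linked to a gene in the probe table of the array. In a fit with such probe sets added (5791 in all) it had a difference of 1.57 in galactose from the Control (adjusted p = 0.101 from limma). Angptl4 had a difference of 1.68 in galactose (adjusted p = 0.122), -1.83 with AZD0156 and -1.49 with KU55933. In a list of 18 genes of EMT and extracellular matrix, 0 passed in galactose over all probe sets or over the list alone (2 higher and 2 lower at an unadjusted p under 0.05). The differences included the basement membrane collagen Col4a1 at -1.19 and the protease inhibitor Timp1 at 1.11. The median of the list in galactose was -0.21 (camera adjusted p = 0.724). With AZD0156 it was -0.38 (adjusted p = 0.639), against -0.18 for all probe sets, and without galactose replicate 1 it was -0.50 (adjusted p = 0.001). With an estimated correlation these were at an adjusted p = 0.887 and 0.646. With KU55933 it was -0.24 (adjusted p = 5.52e-04, and adjusted p = 0.72 with an estimated correlation). The largest differences with KU55933 after Angptl4 were in Timp1 (-1.16) and the collagen Col5a1 (-0.74), neither past the test.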

In fact, when real-time PCR was performed, there was little change upon galactose treatment; however a decrease in expression was observed upon addition of the inhibitor (S5 Fig).

**Fig 5:**
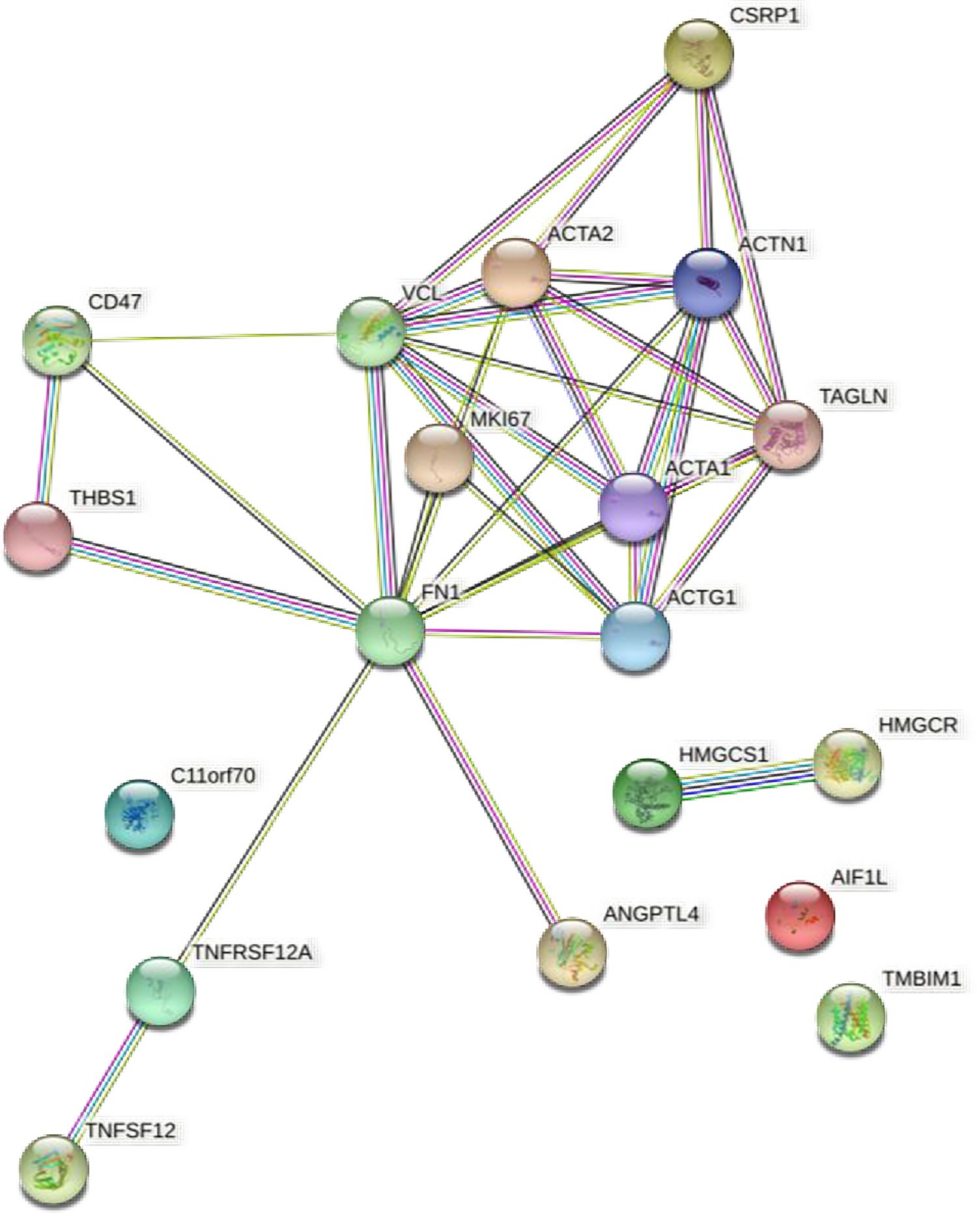
Analysis of protein interaction networks by STRING. We analyzed the protein interaction network using STRING for the 14 genes that were rescued by both inhibitors, as demonstrated by RT-qPCR. Rat gene names were converted to human gene names. As a result, rat LOC654482 was imputed as human C11orf70. From the results shown in S4 Fig, we also added more Predicted Functional Partners to the network. The color of each edge indicates the type of relationship as follows: light blue = "from curated databases"; dark purple = "experimentally determined"; green = "text mining"; black = "co-expression"; and light purple = "protein homology”.

## Discussion

Diabetic cataracts are at high risk of developing even in young patients. Currently, the only treatment for cataracts is lens replacement surgery, and development of therapeutic agents is clinically desirable. Currently, the only reported drugs that can alleviate cataracts in animal models are lanosterol and sterol related compounds (VP1-001) [7,44]. These interventions enhance the chaperone activity of alpha-crystallin, thus preventing the protein aggregation related to nuclear cataracts. However, the efficacy of these drugs in humans is still unknown [45], and they might not be applicable to diabetic cataracts, which cause cortical opacity. In the present study, we determined if Atm inhibition was effective in reducing opacity using an *ex vivo* model of galactose-induced cataract. When the lenses were incubated in galactose-containing media and formed white opacities, they were further incubated with Atm inhibitors or vehicle control, revealing that the white opacity in most of the lens cortex was reduced. In addition, microarray analysis was used to extract genes that were highly expressed in galactose-induced opacity and downregulated by Atm inhibition, and could thus be related to cataract treatment.

Previous studies of the relationship between age-related cataracts and Atm have reported that UVB exposure induces DNA damage in LECs, which increases ATM activation and p53/p21 induction, leading to cell cycle arrest and senescence [46]. In our prior study, we found that Plk3 and Atm were involved in opacity formation in galactose-induced cataract, and activated apoptotic signaling [13]. This effect could be mediated by Plk3, which is upregulated by p53 [47]. These findings suggest that Atm-mediated DNA damage could contribute to the development of cataracts. In the present study, we demonstrated that the Atm inhibitors KU55933 and AZD0156 can reduce previously formed lens opacity (Fig 1). On the other hand, GW843682X, a Plk3 inhibitor, did not affect opacity (S2 Fig). Microarray analysis also revealed that among the genes upregulated by cataract and suppressed by both Atm inhibitors, no genes were directly related to apoptosis. 

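Bcl2l1, which encodes the anti-apoptotic protein Bcl-xL, had the lowest p value among the apoptosis genes in galactose, with a log2 difference of 0.98 from the Control (adjusted p = 0.0575 from limma). The anti-apoptotic Bcl2 had a difference of -1.33 (adjusted p = 0.133), the pro-apoptotic Bak1 of 0.62 (adjusted p = 0.133) and the TNF receptor Tnfrsf1a of 0.69 (adjusted p = 0.129). Against galactose, Tnfrsf1a had a difference of -1.19 with AZD0156 and -0.08 with KU55933, and Bak1 of -0.87 and -0.08. Of 49 listed apoptosis genes, 15 were tested, with 16 probe sets. In galactose 0 passed over all probe sets (1 higher when adjusted over the list alone, 3 higher and 3 lower at an unadjusted p under 0.05), and the median was -0.04 (camera adjusted p = 0.923). With AZD0156 0 passed (2 lower when adjusted over the list alone, 3 lower at an unadjusted p under 0.05), and the median was -0.40, against -0.18 for all probe sets (adjusted p = 0.427). With KU55933 0 passed either way (1 higher at an unadjusted p under 0.05), and the median was 0.02 (adjusted p = 0.963).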

In galactose cataracts, suppression of overactivated Atm was suggested to be important in alleviating opacity, but the downstream causal relationship between apoptosis and opacity formation should be further investigated.

Microarray analysis also demonstrated that several cytoskeleton-related genes were induced by opacity formation and repressed by Atm inhibitors (Figs 5 and S5). 

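The actin-binding protein gene Tagln had a log2 signal of 5.20 in the Control, 7.91 ± 0.642 (SD, n = 3) in galactose, 5.83 with AZD0156 and 6.54 with KU55933. Its increase in galactose was 2.71 (standard error 0.461, adjusted p = 0.0381 from limma), and its differences from galactose were -2.08 with AZD0156 (adjusted p = 0.212) and -1.38 with KU55933 (adjusted p = 0.992). Csrp1, a LIM protein of the actin cytoskeleton, rose by 1.71 in galactose (adjusted p = 0.0317), and Actg1, as the mean of its 2 probe sets, rose by 1.82 (adjusted p = 0.0386). Without galactose replicate 2 or 3, Tagln (adjusted p = 0.0694 and 0.0959) and Csrp1 (0.0816 and 0.107) did not pass, and neither did the Actg1 probe sets (0.0894 and 0.103 without replicate 2, 0.126 for both without replicate 3). The muscle actin Acta1 (2.63, adjusted p = 0.0753), the smooth muscle actin Acta2 (2.45, adjusted p = 0.0948) and the alpha-actinin Actn1 (1.33, adjusted p = 0.056) did not pass in galactose. Acta2, named by S2 Table, and the Actg1 mean come from a fit of 5791, with the probe sets of S2 Table that the probe table does not link to a gene. Acta2 had differences of -1.37 with AZD0156 and -1.04 with KU55933, and Acta1 of -0.70 and -1.76. Of 32 actin cytoskeleton and contractile genes, 3 rose in galactose and 0 fell (12 higher and 1 lower when adjusted over the list alone). Their median was 0.54 in galactose (camera adjusted p = 1.56e-04, and adjusted p = 0.622 with an estimated correlation). With AZD0156 it was -0.42, against -0.18 for all probe sets (adjusted p = 0.0209, adjusted p = 0.785 with an estimated correlation, and 0.0916 without galactose replicate 3). With KU55933 it was -0.30 (adjusted p = 3.3e-06, and adjusted p = 0.72 with an estimated correlation). With either inhibitor, limma called 0 of the 32 (10 lower with AZD0156 and 3 with KU55933 at an unadjusted p under 0.05). For the 24 members that the study does not name, the median was 0.27 in galactose, -0.29 with AZD0156 and -0.20 with KU55933. Of the 7 genes of the study's own network, 5 have a tested probe set with 1 symbol, all but Acta2 and Actg1. These 5 had a median of 1.71 in galactose (2 called, 5 when adjusted over the list alone). Of the 14 genes of Fig 3, 9 have such a probe set, and their median was 1.68 (4 called, 9 when adjusted over the list alone). With AZD0156 these lists stood at -0.97 and -1.54, and with KU55933 at -1.30 and -0.90. The study chose both on these samples, so they are not independent evidence of a direction. The paper proposes that EMT of lens epithelial cells contributes to the opacity and that Atm inhibition blocks this axis. Beside these arrays and the network, it draws on RT-qPCR of the selected genes and of Fn1, and on published work on EMT. It also cites unpublished results with a Tip60 inhibitor. The RT-qPCR data were not used here.

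**Figure D2:**
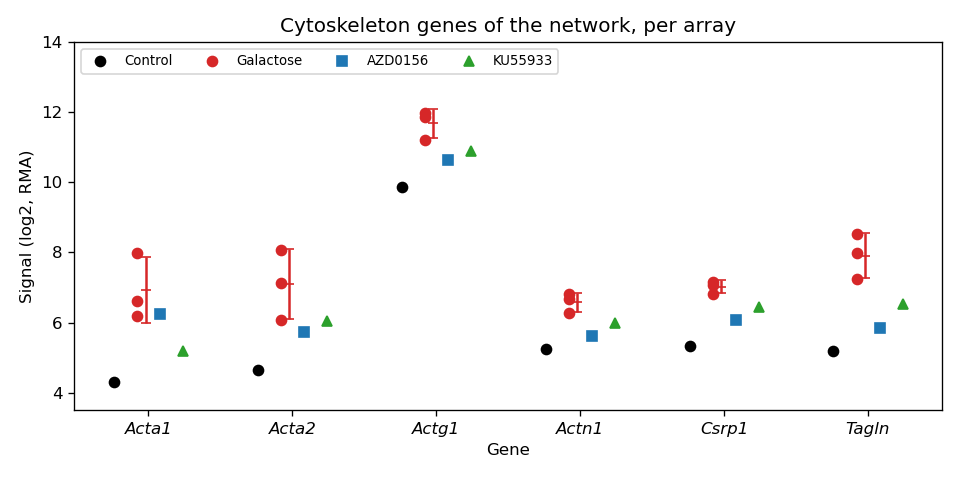
Log2 signal (vertical axis) of 6 cytoskeleton genes on each array, with 1 point per array and red bars for the mean and SD of the 3 galactose arrays. Both inhibitor points lie below all galactose points except for Acta1 with AZD0156, at 6.24, and they lie above the Control in each gene.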

Actin alpha 2, smooth muscle (Acta2) encodes α-smooth muscle actin (α-SMA), which is typically expressed in vascular smooth muscle cells [48]. In the lens, α-SMA, a known marker of mesenchymal cells, is upregulated in mesenchymal cells resulting from LEC EMT [34]. A prior study demonstrated that cataracts induced by high glucose strongly express α-SMA, and that quercetin inhibits cataracts by reducing α-SMA expression and suppressing EMT [23]. In addition, LECs in human diabetic cataracts express higher levels of α-SMA than LECs in age-related cataracts, suggesting possible involvement of EMT in diabetic cataracts [24].

Decreased expression of the mesenchymal cell marker Acta2 by Atm inhibition could be an important indicator of turbidity reduction. ACTN1 encodes α-actinin, an actin crosslinking protein involved in cell adhesion [49]. Overexpression of ACTN1 in certain cancer cells induces EMT, and inhibition of Actn1 by Oroxylin A decreases expression of αSMA and suppresses EMT. [35,50]. Transgelin (Tagln), an actin-binding protein, also promotes EMT in cancer cells [36,37], and expression changes of these genes could be indicative of cytoskeletal remodeling. Analysis of the protein interaction network by STRING, including predicted related factors, revealed a network centered on FN1 and connected to ACTA1, ACTA2, ACTG1, ACTN1, ANGPTL4, MKI67, TAGLN, THBS1, and TNFRSF12A, which were downregulated by Atm inhibition (Fig 5). Fibronectin (FN1) is involved in cell adhesion and cell differentiation via cellular interaction with the extracellular matrix [40]. Administration of fibronectin to lens epithelial cells triggers EMT and induces expression of α-SMA [41]. In addition, THBS1, which is connected to FN1, is associated with EMT activation, and knockdown of THBS1 suppresses α-SMA expression [42,51]. In addition, the connected ANGPTL4 stabilizes proteins important for EMT by regulating cellular metabolic activity [43]. Expression of the Fn1 gene changed little after galactose treatment, but was suppressed by Atm inhibitors, suggesting that it may be involved in Atm-regulated EMT. When EMT is inducted in LECs, α-SMA is upregulated and LECs transform to fibroblast-like cells, compromising their differentiation into normal lens fiber cells [52]. These results suggest that galactose-induced EMT in LECs is one of the causes of opacity, and that blockade of this axis with Atm inhibition normalizes cell differentiation, decreasing opacity.

Activation of Atm kinase is associated with Tip60 acetyltransferase [53]. Tip60-mediated Atm acetylation results in Atm phosphorylation, and the activated Atm-Tip60 complex activates Atm the target protein. Therefore, blocking Tip60 decreases Atm activation [54]. In our unpublished findings, we have identified that the Tip60 inhibitor TH1834 decreases galactose-induced lens opacity in rats [unpublished data]. EMT-related genes such as Acta2 and Tagln were also downregulated by TH1834. These effects could be the result of blocking the Tip60/Atm axis.

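H2ax, the histone variant that Atm phosphorylates at DNA breaks, rose by 1.31 on the log2 scale in galactose (standard error 0.218, adjusted p = 0.0381 from limma, or 0.11 without galactose replicate 2 and 0.105 without replicate 3). Its differences from galactose were -1.19 with AZD0156 (adjusted p = 0.212) and -0.70 with KU55933 (adjusted p = 0.992). Of 12 tested genes of the DNA damage response and repair, H2ax was the 1 that passed, over all probe sets and over the list alone, and the DNA ligase Lig1 had the next largest difference, 0.78 (adjusted p = 0.226). The median of these genes was 0.06 in galactose (camera adjusted p = 0.517), -0.27 with AZD0156 (adjusted p = 0.639, 1 lower when adjusted over the list alone) and -0.01 with KU55933 (adjusted p = 0.348). Atm itself was under the filter on every array, at 2.81 in the Control, 2.64 to 3.12 in galactose, 2.77 with AZD0156 and 2.98 with KU55933. Of 10 tested p53 target genes, 3 rose in galactose and 0 fell (5 higher when adjusted over the list alone). They were Gdf15, a secreted stress factor, by 2.80 (adjusted p = 0.0106), the kinase Plk3 by 2.62 (adjusted p = 0.0188) and the p53-inducible Tp53inp1 by 1.70 (adjusted p = 0.0415). Without galactose replicate 3, Gdf15 and Plk3 (each at an adjusted p = 0.0723) and Tp53inp1 (0.135) did not pass, and without replicate 2 Tp53inp1 did not (0.119). Mdm2, which encodes the ubiquitin ligase of p53, had a difference of 1.67 (adjusted p = 0.101). The median of the p53 targets was 1.03 in galactose (adjusted p = 0.0105, and adjusted p = 0.622 with an estimated correlation). Against galactose their median was 0.18 with AZD0156 (adjusted p = 0.227, 6 of 10 above 0) and -0.13 with KU55933 (adjusted p = 0.914, 4 of 10 above 0). Plk3 had a log2 signal of 2.76 in the Control, 5.38 ± 0.279 (SD, n = 3) in galactose, 4.69 with AZD0156 and 4.89 with KU55933. It thus passed the filter only through galactose, which favours a rise in galactose in the p53 list.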

Gene expression analysis did not identify differentially regulated genes directly related to DNA damage. Atm and downstream signaling pathways are primarily activated by phosphorylation of target proteins [27], and microarray-based analysis of gene expression changes would not reflect changes in protein phosphorylation. Further validation at the protein level is needed to elucidate these mechanisms in detail.

In summary, we demonstrated in the present study that Atm inhibition reduced galactose-induced lens opacity. Atm inhibition could have eliminated previously formed opacity by suppressing expression of genes related to the cytoskeleton and EMT. We have thus identified a new regulator of EMT in the pathogenesis of diabetic cataracts based on gene expression changes. Atm inhibitors and drug therapies targeting these downstream factors could provide insight into new cataract therapies.

## Supporting information

S1 Fig Effect of ATM inhibitors on the galactose-induced cataracts used in this study. The upper part of the photograph shows an image taken before addition of the inhibitor, and the lower part shows an image taken after addition of the inhibitor. In the photograph, “q” on the left denotes the sample used for qRT-PCR, and “M” denotes the sample used for microarray analysis.
(PDF)

S2 Fig The Plk3 inhibitor GW843682X does not affect galactose-induced opacity. Results of 4-day incubation in medium containing galactose (left panel) and 4-day incubation in medium containing galactose with GW843682X dissolved in DMSO to a final concentration of 10 μM (Right panel).
(PDF)

S3 Fig RT-qPCR analysis of genes with altered expression in microarray analysis. RT-qPCR was used to measure expression of 61 genes extracted by microarray analysis. Among the genes significantly altered in the Galactose group relative to Control, the genes altered only by AZD0156 **(A)** and the genes altered by only KU55933 **(B)** are shown. Results are expressed as target gene mRNA levels normalized to *Gapdh* mRNA levels. Data are expressed as mean ± SEM. *P < 0.05 relative to galactose.
(PDF)

S4 Fig STRING analysis of protein interaction networks. We analyzed the protein interaction network using STRING for 14 genes that were altered by both inhibitors, as demonstrated by RT-qPCR. This is the preliminary stage of the analysis shown in Fig 5.
(PDF)

S5 Fig Measurement of Fn1 expression by RT-qPCR. Results are shown as target gene mRNA levels normalized to Gapdh mRNA levels. Data are as the mean ± SEM. *P < 0.05, relative to galactose.
(PDF)

S1 Table List of primers used for RT-qPCR.

S2 Table List of genes with altered expression extracted from microarray analysis. Genes differentially regulated by either of the two Atm inhibitors shown in Fig 2 are indicated by “◆”. Lines 4–9 show the signal values for each sample, lines 10–12 show the signal values for the control and inhibitor samples minus the average of the three galactose signal values, and lines 13–15 show the *P* values.

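For Tagln, the table gives the signal of each array and the difference of the Control, AZD0156 and KU55933 from the galactose mean, which equal the deposited values. Of the 61 genes in the table, 60 match 1 probe set each within 0.0001 in every array, and Actg1 is the mean of 2 probe sets. All 61 genes were higher in each galactose array than in the Control, and 26 passed limma's test of galactose against the Control. Of the 39 genes marked for AZD0156, all 39 lay below every galactose array, and of the 35 marked for KU55933, 32 did. The table took its genes for such differences on these same arrays, so these counts are largely fixed by the choice. At an unadjusted p under 0.05 from limma, 36 of those marked for AZD0156 and 15 of those marked for KU55933 passed. The P columns follow a two-sided normal score of the difference, with 1 mean and SD per array. The mean and SD are 0.05 and 0.617 for the Control, -0.19 and 0.407 for AZD0156, and 0.05 and 0.301 for KU55933. They were fitted on the genes below galactose with P under 0.5 (61, 51 and 43 of the 61), with gaps of at most 0.00114 on the log2 scale, and they give the P of all 61 within 0.0026. They hold no spread between the galactose replicates, so a P value there says how far a difference lies from those of the other genes. On the side below galactose, P under 0.05 then means a difference below -1.16 for the Control, -0.99 for AZD0156 and -0.54 for KU55933. Flnc, higher by 0.74 with KU55933 than in galactose, is not marked for KU55933, and its P there is under 0.05 as well.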

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

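RNA of cultured rat lenses was measured on 6 GeneChip Rat Gene 2.0 ST arrays. There was 1 array for the Control, 3 for lenses in 30 mM galactose, and 1 each for lenses in galactose with AZD0156 or KU55933 at 20 µM for the last 3 days. The number of lenses per array is not given in the sources used here. The deposited values are log2 signals that the authors made by Robust Multi-array Average normalization in R over all 6 arrays, with background correction, quantile normalization and summary per probe set. The paper does not state the package, its version or the annotation. The scale was checked on the values and against S2 Table.

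The values were used as deposited, without further normalization. Of 36685 probe sets, the 19086 linked to a gene in the probe table of the array were kept, 18511 with 1 gene symbol and 575 with several. As in the paper's methods, probe sets under 5 on all 6 arrays were left out, and 5784 were tested. The 6 probe sets that S2 Table names and the probe table does not link to a gene, Acta2 and Thbs1 among them, and the Actg1 mean were added to a separate fit of 5791, which gives only their own values. Of the 5784, 5587 carry 1 symbol, and they cover 5478 genes. Gene coordinates were not used here, since the reference annotation is of another genome build than the array.

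Differences were tested with limma 3.58.1 in R 4.3.3. All 6 arrays entered 1 fit with 4 group means and 2 residual degrees of freedom, and the spread was moderated with a trend on the mean signal (prior degrees of freedom 4.97, median prior SD 0.223). The spread comes from the galactose arrays, and the single array of each other group is assumed to vary like them. The 7 comparisons were galactose against the Control, each inhibitor and their mean against galactose, AZD0156 against KU55933, and each inhibitor against the Control. The p values were adjusted by the Benjamini-Hochberg method over all probe sets tested, with a threshold of 0.05. The median standard error of a difference between 1 array and the galactose mean was 0.257 on the log2 scale.

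There were 31 gene lists, of which 27 had tested members. Of the 27, 25 were written for this purpose and 2 were chosen by the study on these same samples, namely the genes of its network and the genes of Fig 3. The 25 cover the actin cytoskeleton, EMT and extracellular matrix, crystallins, lens fibre and epithelium genes, galactose and polyol metabolism, the NRF2 response, the unfolded protein response, p53 targets, DNA damage response, apoptosis, cell cycle, histones, cholesterol synthesis, metallothioneins, heat shock, tubulins, inflammatory genes, interferon response, hypoxia, PPAR targets, ribosomal proteins, the respiratory chain, the proteasome, and smooth muscle, iris and ciliary body markers. For 4 lists of markers of other cell types (immune, endothelium, retina and blood), 0 members were tested. Each list was tested with camera in limma at an inter-gene correlation of 0.01, adjusted over the lists of a comparison, and its members were also adjusted over the list alone. Beside this stand camera with an estimated correlation, fry, and the median of the list against 10000 random lists drawn from 20 bins of mean signal.

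The genes named are those the paper names, whose values in S2 Table had been seen, and for each comparison up to 10 genes with the largest called difference in each direction. The 4 members with the largest difference in each list described, Atm and Plk3 are also named. A gene with several probe sets is given by the one with the highest mean, except Actg1, which is given as the mean of its 2 as in S2 Table. Genes given for their low p values with the inhibitors were chosen after their values were seen, as were those given to illustrate a pattern.

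The paper states P under 0.05 without naming a test. Its selection was rebuilt as a normal score of each difference from the galactose mean over all tested probe sets. The distance between arrays was the Euclidean distance over the tested probe sets, with complete-linkage clustering. Overlaps were set beside independent lists and beside 100 simulated data sets with no inhibitor effect. In 1 kind the measured Control and galactose arrays were kept, and in the other all arrays were drawn. Only the latter lets chance highs on the galactose arrays enter both comparisons, and probe sets were drawn independently in each. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

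The pipeline was tested on simulated data of the same design, with noise at the moderated spread and independent between probe sets. For limma, known changes were placed in the Control array only, so the shares below do not hold for the inhibitor comparisons. limma called 57.3% of probe sets changed by 1 on the log2 scale, 95.3% of those changed by 1.5, 99.3% of those changed by 2 and 100% of those changed by 3, and 9.07% of its calls were unchanged. With no change anywhere it made 28 calls over 20 runs, with 301.2 probe sets per run at an unadjusted p under 0.05. A shift of the actin list by 0.5 was called by camera in 20 of 20 runs and in 0 of 20 with an estimated correlation, and 20 of 500 other lists (4%) were called. With independent probe sets, these runs cannot show which correlation holds in the measured arrays.

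Alternatives changed 1 choice at a time: the filter on signal, centring each array on its median, quantile normalization over the tested probe sets, the moderation of the spread, 1 probe set per gene, leaving out each galactose replicate, the inhibitor arrays as 2 replicates, the threshold, the scoring rule, the distance measure and the test of the lists. The RT-qPCR and lens opacity data were not used here.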

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

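The tests of explanations in this part were chosen after the results were seen.

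Of the genes with the largest called increases in galactose, 8 are not discussed in the paper and stood above the Control on each of the 3 galactose arrays: Slc16a6 (4.96, adjusted p = 0.00242 from limma), the membrane protein gene Tmem140 (4.36, 0.0186), the arrestin gene Arrdc3 (3.57, 0.0105), Atf3 (3.34, 0.0105), the cold-inducible RNA-binding gene Rbm3 (3.06, 0.0115), the syntenin gene Sdcbp (2.84, 0.0105), Gdf15 (2.80, 0.0106) and the stathmin gene Stmn4 (2.78, 0.0367). These are log2 differences against a single Control array. When galactose replicate 3 was left out, Slc16a6 (adjusted p = 0.0222) and Atf3 (0.0277) still passed, while Arrdc3 (0.056), Sdcbp (0.0578), Stmn4 (0.0622), Rbm3 (0.0684), Gdf15 (0.0723) and Tmem140 (0.0723) did not.

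The AZD0156 array lay below the galactose mean over most of the tested probe sets. A narrower signal range on that array, from hybridization, RNA or normalization, is a candidate explanation that stays open: the median difference was 0.077 for probe sets under 3 and -0.26 for those from 7 to under 9, but -0.18 for those of 9 and over, where a narrower range would lower them most. In the class from 7 to under 9, galactose replicate 1 set against the other 2 galactose arrays had a median of -0.18, so an array without an inhibitor can lie low as well. A broad lowering of lens transcripts by AZD0156 cannot be told apart from an effect of the array, because AZD0156 was measured once.

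Genes higher in galactose lay lower on the inhibitor arrays. The galactose arrays shared by both comparisons are not the whole cause, since with no shared array the paper's rule still took at least 26 probe sets with AZD0156 and 16 with KU55933, where independent lists would share at most 4.59 and 4.43. The lower signal of the AZD0156 array over the tested probe sets is not the whole cause either, since the 93 probe sets lay -0.35 from random lists of the same signal. Genes that vary between arrays in either direction stay open, since the overlap in the opposite direction reached 13 with AZD0156 in 1 of the 3 splits and 8 with KU55933 in another (3.64 and 3.38 for independent lists), although the remaining splits gave 3 and 3 with AZD0156 and 2 and 2 with KU55933, near or under independent lists. An effect of Atm inhibition also stays open, and with 1 array per inhibitor these cannot be told apart.

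The KU55933 array lay with galactose replicate 1. Of 711 probe sets that limma called between replicate 1 and the other 2 galactose arrays, 677 (95.2%) differed in the same direction on the KU55933 array, with a median share of 0.612 of the difference. On the AZD0156 array 548 did (77.1%, share 0.438) and on the Control array 502 (70.6%, share 0.374), and as all are taken against the same 2 galactose arrays, part of this is shared by construction. An array batch that holds replicate 1 and KU55933 is a candidate explanation, which the labels cannot decide because they give no batch. No biological explanation was tested.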

How the results depend on the processing

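The alternative settings for the comparisons of each inhibitor with the Control, the distances over probe sets past the paper's rule in either direction, the centred distances and centred list tests, and the averaging of probe sets of 1 symbol were chosen after the data were seen. No paired analysis was possible because the labels pair no array of 1 group with an array of another.

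For the 51 named genes with a called difference, the direction was kept in all 537 alternative values. In 428 the gene also stayed past its threshold, and in 109 it did not, of which 45 came without galactose replicate 3, 21 without replicate 2, 22 with no filter on the value and 12 with the inhibitor arrays as 2 replicates. For counts, medians and distances, 282 alternative values kept their class and 122 moved. limma called 0 probe sets between each inhibitor, or the mean of both, and galactose, and between the inhibitors, under all settings at an adjusted p except without galactose replicate 1. Of the 93 higher and 73 lower in galactose, 91 and 73 were still called with arrays centred, 87 and 67 with quantile normalization, 74 and 58 without a trend, 89 and 67 with a robust trend, and 61 and 55 with the inhibitor arrays as 2 replicates.

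With no filter on the value, 19086 probe sets were tested. In galactose 36 were higher and 33 lower, of which 31 and 23 were among the 93 and 73. AZD0156 against the Control had 2 higher and 0 lower (1017 and 1234 at an unadjusted p under 0.05), and KU55933 had 2 lower. The paper's rule then took 450 in the Control, 587 with AZD0156, 542 with KU55933 and 1325 in any, with 118, 79, 36 and 161 for the Control with AZD0156, with KU55933, with both and with either, since more probe sets enter it. With a mean of at least 6, 2353 were tested, with 58 higher and 27 lower in galactose, 1 lower with AZD0156 than the Control and 2 lower with KU55933.

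With arrays centred on the median, 152 probe sets were higher in galactose, 16 higher with AZD0156 than the Control and 7 lower with KU55933, and the distance ratio of AZD0156 was 1.18. With quantile normalization, 14 were higher with AZD0156 than the Control and 3 lower with KU55933. Without a trend these were 11 higher and 26 lower with AZD0156 and 4 lower with KU55933, with a robust trend 11 lower with AZD0156, and with 1 probe set per gene 10 higher with AZD0156 and 2 lower with KU55933. The cause was not tested.

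At an unadjusted p under 0.05, the counts of higher and lower were 645 and 688 in galactose, 77 and 720 for AZD0156, 133 and 67 for KU55933 and 67 and 335 for their mean against galactose. They were 51 and 622 for AZD0156 against KU55933, 232 and 809 for AZD0156 against the Control, and 504 and 397 for KU55933 against the Control. The overlaps with the genes higher in galactose were 217 for AZD0156, 31 for KU55933 and 127 for the mean of both. This threshold admits 289.2 per comparison by chance.

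Leaving out 1 galactose replicate at a time gave 3 to 824 higher and 3 to 818 lower in galactose, where 1 residual degree of freedom is left. Against galactose it gave 0 to 109 and 0 to 946 for AZD0156, 0 to 218 and 0 to 221 for KU55933, and 0 to 130 and 0 to 587 for their mean. It gave 0 to 79 and 0 to 725 for AZD0156 against KU55933, 0 to 310 and 0 to 1090 for AZD0156 against the Control, and 0 to 604 and 0 to 509 for KU55933 against the Control. The overlaps were 0 to 361, 0 to 104 and 0 to 257. For each of these the highest count came without replicate 1, which lay apart from replicates 2 and 3. Without it the remaining 2 arrays lie close together, at a distance of 23.3, against 33.7 and 35.2 for the pairs with replicate 1. Adjusted p values from limma there reached 1.48e-39 (Slc16a6). With 1 residual degree of freedom and the 4.97 prior ones of the main fit, limma could not give values this low. The moderation therefore changed there, with more weight on the spread shared across probe sets. What a lower spread added was not tested, and these counts do not compare directly with those of the main fit.

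In the paper's rule, the median and MAD in the score took 252 in the Control, 281 with AZD0156 and 636 in any, and 65, 57, 23 and 99 for the Control with AZD0156, with KU55933, with both and with either. A fixed difference of 1 took 22 with KU55933, 11 shared with the Control and 8 shared by all 3. With the Control against galactose array 1 alone, the overlap was 16 with KU55933 and 33 with either inhibitor, against array 3 alone 23 and 38, and against array 2 alone 8 were shared by all 3. The other counts under these settings, and all counts with 1 probe set per gene, with probe sets of 1 symbol averaged, and with probe sets not linked to a gene, stayed within 1.5 times.

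The ratio of the distance to the galactose arrays over the distance between them was 1.62 for the Control, 1.27 for AZD0156 and 0.958 for KU55933. Over probe sets past the paper's rule it was 2.10 for the Control and 1.69 for AZD0156, and past the rule in either direction 2.17, 1.53 and 1.13 for the Control, AZD0156 and KU55933, since these probe sets were chosen for their differences. With 1 minus the Pearson correlation it was 2.64 for the Control and 1.36 for AZD0156. The Control joined last and AZD0156 before it in all settings, average linkage included.

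Of the 25 lists not chosen by the study, camera called 7 higher and 2 lower in galactose, 0 and 10 with AZD0156 and 1 and 5 with KU55933. With an estimated correlation these were 0 and 0, 0 and 0, and 0 and 0. With fry they were 0 and 0, 0 and 2, and 0 and 0. Against random lists of the same signal, counting medians in the outer 2.5% on each side, 9 were higher and 3 lower in galactose, 3 and 11 with AZD0156, and 3 and 7 with KU55933. The median of the actin list, 0.54 in galactose, -0.42 with AZD0156 and -0.30 with KU55933, had adjusted p values of 0.622, 0.785 and 0.72 with the estimated correlation and of 0.254, 0.341 and 0.95 with fry. The EMT list with KU55933, at -0.24, had 0.72 and 0.95. In simulated data the estimated correlation missed a true shift of the actin list in 20 of 20 runs, but probe sets were drawn independently there. In the measured arrays the estimate was 0.20 for the actin list, and from -0.11 (interferon response) to 0.68 (metallothioneins) over the lists. The simulation therefore cannot show which setting holds for the measured arrays. Leave-one-out gave 0 to 1 lists higher with AZD0156, 2 to 5 higher and 6 to 8 lower with KU55933. The actin median with AZD0156 ranged from -0.46 to -0.28 (adjusted p = 0.0916 without replicate 3) and the EMT median from -0.50 to -0.20 (adjusted p = 0.001 without replicate 1, and 0.646 there with the estimated correlation).

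Signal over background limits the genes that can be tested, since 13302 of the 19086 linked probe sets were under 5 on all 6 arrays, Atm and Fn1 among them. For the cell cycle 8 of 55 listed genes were tested, for the interferon response 7 of 43, for p53 targets 10 of 32 and for DNA damage 12 of 54. Some of the rest did not match the probe table. The filter also admits members that are high in galactose alone, as Mki67, Rrm2 and Plk3 were. This favours a rise in galactose and a fall with an inhibitor in lists with few tested members. The inhibitor arrays as 2 replicates give no value for a single inhibitor.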

Differences from the paper's values

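The averaging of probe sets of 1 symbol was chosen after the values were seen, and the other settings below were set before the data were examined. The paper's counts rest on P under 0.05 with no test named, and its P values in S2 Table follow a normal score over genes, while limma uses the spread between the galactose replicates and an adjusted p under 0.05.

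For probe sets higher in galactose than in the Control, the paper's count is 163 and limma called 93. With arrays centred on the median the count was 152, which is within 1.5 times the paper's. It was not under the other settings: 36 with no filter, 58 with a mean of at least 6, 102 with quantile normalization, 77 without a trend, 92 with a robust trend, 83 with 1 probe set per gene, 62 with the inhibitor arrays as 2 replicates, 645 at an unadjusted p under 0.05, and 824, 30 and 3 without galactose replicates 1, 2 and 3.

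For probe sets lower with AZD0156 than in galactose, the paper's count is 182 and limma called 0. No setting came within 1.5 times the paper's count: it was 946 without galactose replicate 1, 720 at an unadjusted p under 0.05 and 0 in the others. For KU55933 the paper's count is 174 and limma called 0. Without galactose replicate 1 the count was 221, which is within 1.5 times the paper's, at an unadjusted p under 0.05 it was 67, and in the others it was 0.

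For probe sets both higher in galactose and lower with AZD0156, the paper's count is 39 and limma called 0. This was 361 without galactose replicate 1, 217 at an unadjusted p under 0.05 and 0 in the others, none within 1.5 times. With KU55933 the paper's count is 35 and limma called 0. At an unadjusted p under 0.05 it was 31, which is within 1.5 times the paper's, without galactose replicate 1 it was 104, and in the others it was 0.

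The paper's rule, rebuilt as a normal score over the tested probe sets, reached the paper's counts within 1.5 times. It took 154 in the Control (the paper's 163), 180 with AZD0156 (the paper's 182), 172 with KU55933 (the paper's 174) and 409 in any (the paper's 424). For the Control with AZD0156, with KU55933, with both and with either it took 38, 36, 14 and 60 (the paper's 39, 35, 13 and 61). Of these 60, 51 are in S2 Table, and of the marks there on tested genes it took 32 of 34 for AZD0156 and 30 of 31 for KU55933. With probe sets of 1 symbol averaged, a setting chosen after the values were seen, the counts were 143, 174, 164, 391, 34, 33, 13 and 54.

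The paper states that the galactose triplicates clustered relatively close together. Its heatmap holds 424 selected genes. Over the 409 probe sets that the rebuilt rule took, replicates 2 and 3 joined at a distance of 10.1, while replicate 1 joined KU55933 at 9.59 before it joined them at 15.9. Over all 5784 probe sets these distances were 23.3, 25.6 and 35.2. The paper reports no differentially regulated gene directly tied to DNA damage, and H2ax was higher in galactose by 1.31 (adjusted p = 0.0381 from limma, 0.11 without galactose replicate 2 and 0.105 without replicate 3), while the other 11 tested genes of that list did not pass. S2 Table holds H2ax as H2afx, marked for both inhibitors, so the paper's selection took this gene too. The paper adds that Atm acts mainly by phosphorylation, which transcript levels do not show. The legend of Fig 2C names genes lowered by galactose and raised by the inhibitors, while the rest of that legend, the text and S2 Table give the opposite direction, and all 61 genes of S2 Table were higher in galactose than in the Control here.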

Other observations

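In this part, the tests of an explanation for the p53 targets were chosen after the result was seen. Of 43 listed interferon response genes 7 were tested, and their median lay lower on the AZD0156 array than in galactose and not on the KU55933 array. Ifi27 (-2.51), the GTPase gene Gbp5 (-2.38), the membrane protein gene Ifitm2 (-1.73) and the antiviral gene Trim5 (-1.34) had the largest differences, and all 7 tested probe sets lay below 0. Their median was -1.34 with AZD0156 (camera in limma, adjusted p = 4.57e-05, and 0.524 with an estimated correlation) and 0.04 with KU55933 (adjusted p = 0.914). Tested directly, AZD0156 against KU55933 gave -1.73, against -0.23 for all probe sets (adjusted p = 9.99e-04, and 0.976 with an estimated correlation). With 1 array per inhibitor, this cannot tell the inhibitor from the array. Inflammatory genes had a median of -0.99 with AZD0156 (adjusted p = 3.54e-04, and 0.524 with an estimated correlation), with Ccl2 (-2.08), Tnfrsf12a (-1.61), the chemokine Cx3cl1 (-1.50) and Nfkbia, the inhibitor of NF-kB (-1.24). With KU55933 it was -0.19 (adjusted p = 0.0528, and 0.0489, 0.0258 and 0.03 without galactose replicates 1, 2 and 3). limma called 0 members of any list over all probe sets with either inhibitor against galactose, while adjusted over the list alone 5 interferon genes and 6 inflammatory genes were lower with AZD0156 (5 and 6 at an unadjusted p under 0.05).

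Genes of protein breakdown and fat oxidation also lay lower with AZD0156. Proteasome subunits had a median of -0.36 (adjusted p = 0.0209, and 0.524 with an estimated correlation, 27 of 32 probe sets below 0), with Psmb6 (-1.27), Psma5 (-1.11), Psmc2 (-0.97) and Psmd5 (-0.97). PPAR and fatty acid oxidation genes had -0.65 (adjusted p = 0.0124, and 0.785 with an estimated correlation), with Angptl4, the thioesterase gene Acot2 (-1.08), the carnitine carrier gene Slc25a20 (-1.07) and Hadhb (-0.93). Respiratory chain genes had -0.35 (adjusted p = 0.0421, 0.785 with an estimated correlation, and 0.769 without galactose replicate 1). Over the list alone, 4, 3 and 0 were lower (7, 7 and 9 at an unadjusted p under 0.05). With KU55933 the medians were -0.03 (adjusted p = 0.329), 0.03 (0.914) and 0.06 (0.963, and 0.00343 without galactose replicate 1). Genes of the unfolded protein response instead lay higher with KU55933, with a median of 0.26 (adjusted p = 6.08e-05, and 0.647 with an estimated correlation) and 25 of 31 probe sets above 0. They include Chac1 (1.69), Herpud1 (1.36), the stress transcription factor Ddit3 (1.28) and Trib3 (1.01), with 1 higher over the list alone and 7 at an unadjusted p under 0.05. With AZD0156 their median was -0.32 (adjusted p = 0.537), and AZD0156 against KU55933 gave -0.60 (adjusted p = 0.00121, and 0.976 with an estimated correlation).

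In galactose against the Control, cell cycle genes had a median of 0.87 (adjusted p = 0.0105, and 0.622 with an estimated correlation). Rrm2 and Mki67 passed the filter only through galactose, so part of this median is built in by the filter. Of 8, 2 rose (4 over the list alone), the thymidylate synthase gene Tyms by 1.72 (adjusted p = 0.0433) and Pcna by 1.32 (adjusted p = 0.0478), while Rrm2 (2.67, 0.0514) and Mki67 (1.5, 0.0976) did not pass. Inflammatory genes had a median of 0.76 (adjusted p = 3.47e-04, and 0.622 with an estimated correlation), 1 called (Ccl2) and 5 over the list alone, with 10 of 10 above 0. Heat shock genes had 2 higher, Hspb8 by 2.75 (adjusted p = 0.0317) and Zfand2a by 2.05 (adjusted p = 0.0418), and Dnajb1 fell by 1.95 (adjusted p = 0.0196), with a median of -0.11 (adjusted p = 0.724). Among NRF2 genes, Nqo1 rose by 1.74 (adjusted p = 0.0381), with 3 higher and 2 lower over the list alone and a median of 0.16 (adjusted p = 0.595). Of the unfolded protein response genes Atf3 rose and Vldlr fell by 1.28 (adjusted p = 0.0483), with 6 higher and 2 lower over the list alone and a median of 0.23 (adjusted p = 0.205). The cholesterol synthesis gene Sqle rose by 1.81 (adjusted p = 0.0314), with a median of 0.16 for the list (adjusted p = 0.198). When galactose replicate 3 was left out, Hspb8 passed (0.0277), while Tyms (0.126), Pcna (0.126), Ccl2 (0.0973), Zfand2a (0.126), Dnajb1 (0.0873), Nqo1 (0.126), Vldlr (0.117) and Sqle (0.0787) did not. Without replicate 2, Tyms (0.0812), Pcna (0.133), Zfand2a (0.0812), Nqo1 (0.109) and Vldlr (0.133) did not.

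In other lists limma called 0 genes in galactose over all probe sets. These were interferon response (3 higher and 1 lower at an unadjusted p under 0.05, median 0.83, adjusted p = 0.0525, and 0.0488 and 0.0311 without galactose replicates 1 and 3), hypoxia and glycolysis (1 and 1, 0.17, 0.852), PPAR and fatty acid oxidation (3 and 0, 0.02, 0.595), ribosomal proteins (5 and 3, 0.03, 0.766), respiratory chain (4 and 0, -0.04, 0.641) and proteasome (6 and 2, 0.05, 0.39). With AZD0156, medians that changed sign when the arrays were centred were those of heat shock genes (-0.13, then 0.07), fibre genes (-0.02, then 0.18), polyol genes (-0.05, then 0.15) and ribosomal proteins (-0.17, then 0.03), and 0 of these passed camera (adjusted p = 0.427, 0.211, 0.177 and 0.975). The hypoxia list had -0.52 (adjusted p = 0.122, and 0.785 with an estimated correlation). It passed with arrays centred (0.0289, and 0.709 with an estimated correlation) and without galactose replicate 1 (1.28e-05, and 0.646). Crystallins had 0.04 with AZD0156 (adjusted p = 0.211, and 0.0129 without galactose replicate 1) and 0.05 with KU55933 (0.793, and 0.0489 without replicate 1). Lens epithelium genes had -0.26 with AZD0156 (0.605) and -0.12 with KU55933 (0.191, and 1.79e-05 without replicate 1). NRF2 genes had -0.24 (0.605) and cholesterol synthesis genes -0.35 (0.227) with AZD0156. Metallothioneins had 0.37 with KU55933 (0.135, and 0.0478 and 0.0134 without replicates 1 and 2). With an estimated correlation, 0 of the lists in this part that passed only without 1 replicate did so, with adjusted p values from 0.567 to 0.94.

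Against the Control, limma called 6 probe sets higher and 6 lower with AZD0156 (232 and 809 at an unadjusted p under 0.05), and 8 higher and 1 lower with KU55933 (504 and 397). Slc16a6 was higher by 4.79 with AZD0156 (adjusted p = 0.0122) and 4.78 with KU55933 (0.0124), and Arrdc3, Atf3 and the protease gene Ctsl were higher in both. Tmem140 and Slc43a2 were higher, and C10h17orf58, Marcks, Mme, Mobp, Slc38a2 and Srebf1 lower, with AZD0156. Gdf15, H3f3b, Rbm3 and Sdcbp were higher, and Aqp1 lower, with KU55933. Without galactose replicate 1 the counts were 310 and 1090 with AZD0156 and 604 and 509 with KU55933, without replicate 2 they were 4 and 0, and 8 and 4, and without replicate 3 they were 0 and 0 for both. Of the 93 probe sets higher in galactose, 59 lay nearer to galactose than to the Control with both inhibitors, and of the 73 lower, 71 did.

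Markers of immune cells, vascular endothelium, retina and blood had 0 tested members, and their highest signals on any array were 4.92 (Fcer1g), 4.71 (Ramp2), 3.94 (Pde6b) and 4.01 (Gp9). Of the smooth muscle, iris and ciliary body markers 4 were tested. Desmin (Des), with a highest signal of 6.11, fell by 2.23 in galactose (adjusted p = 0.0381, and 0.103 and 0.104 without galactose replicates 2 and 3), and the median was -0.39 (adjusted p = 0.133).

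The p53 targets, with a median of 1.03 in galactose, raised the hypothesis that Atm activity keeps them high, in which case they would be lower with both inhibitors. Their median difference from galactose was 0.18 with AZD0156 (camera adjusted p = 0.227) and -0.13 with KU55933 (adjusted p = 0.914, and 0.02 as the median without galactose replicate 2). The members went both ways, with 6 of 10 above 0 with AZD0156 and 4 with KU55933, and the lower quartiles were -0.42 and -0.26. With Atm activity as the whole cause the list would fall by about its rise, and on these arrays it did not. The members are not replicates, each inhibitor has 1 array, and Atm activity in these lenses was not measured here. The values therefore do not decide whether Atm activity is the whole cause. Against the Control the list stood at 1.16 with AZD0156 (camera adjusted p = 0.0018, and 0.901 with an estimated correlation) and at 1.29 with KU55933 (0.022, and 0.841). A part played by Atm stays open, since the members went both ways and each inhibitor has 1 array.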
